# USP21 prevents the generation of T-helper-1-like Treg cells

**DOI:** 10.1038/ncomms13559

**Published:** 2016-11-18

**Authors:** Yangyang Li, Yue Lu, Shuaiwei Wang, Zhijun Han, Fuxiang Zhu, Yingmeng Ni, Rui Liang, Yan Zhang, Qibin Leng, Gang Wei, Guochao Shi, Ruihong Zhu, Dan Li, Haikun Wang, Song Guo Zheng, Hongxi Xu, Andy Tsun, Bin Li

## Abstract

FOXP3^+^ Regulatory T (Treg) cells play a key role in the maintenance of immune homeostasis and tolerance. Disruption of *Foxp3* expression results in the generation of instable Treg cells and acquisition of effector T-cell-like function. Here we report that the E3 deubiquitinase USP21 prevents the depletion of FOXP3 at the protein level and restricts the generation of T-helper-1-like Treg cells. Mice depleted of *Usp21* specifically in Treg cells display immune disorders characterized by spontaneous T-cell activation and excessive T-helper type 1 (Th1) skewing of Treg cells into Th1-like Treg cells. USP21 stabilizes FOXP3 protein by mediating its deubiquitination and maintains the expression of Treg signature genes. Our results demonstrate how USP21 prevents FOXP3 protein depletion and controls Treg lineage stability *in vivo*.

## Abstract (web summary)

The immunosuppressive role of regulatory T (Treg) cells largely depends on their virtue of expressing the transcription factor FOXP3. Here the authors show that the E3 deubiquitinase USP21 stabilizes FOXP3 by mediating its deubiquitination and helps to maintain the expression of Treg signature genes and Treg lineage stability in mice.

FOXP3^+^ Regulatory T (Treg) cells have immune suppressive capacity and are crucial for the maintenance of immune homeostasis and control of dominant immune tolerance^1^,^2^,^3^. Therefore, it is of paramount importance to understand the mechanism underlying lineage stability of Treg cells *in vivo*. Debate over the stability of FOXP3^+^ Treg cells has arisen from disparate conclusions of previous studies^4^,^5^,^6^,^7^,^8^. In these studies, instable Treg cells acquire a T-effector-cell-like phenotype in response to inflammatory or lymphopenic cues, and also found to have instable FOXP3 expression^5^,^9^,^10^,^11^. Instable Treg cells produce higher amounts of inflammatory cytokines, which positively correlates with autoimmunity^5^,^10^,^12^,^13^.

The immunosuppressive phenotype of Treg cells is largely determined by gene expression patterns driven by FOXP3 (refs 2, 3, 14). Compromised epigenetic programing at the *Foxp3* gene locus abrogates its gene transcription and facilitates the generation of exFOXP3 T cells^5^,^15^,^16^,^17^,^18^. These exFOXP3 T cells may produce inflammatory cytokines that lead to the rapid onset of autoimmune diseases^5^,^10^. In addition to the transcriptional control of the *Foxp3* gene, the stability of FOXP3 expression is also determined at the post-translational level. For example, Treg cells respond to stress signals elicited by proinflammatory cytokines and lipopolysaccharides by degrading FOXP3 protein to then acquire a T-effector-cell-like phenotype^19^,^20^,^21^. Thus, the direct tracing of FOXP3 protein and its stability *in vivo* would contribute to the better understanding of instable Treg cells and their physiological role in health and disease.

*Usp21* conventional knockout mice develop splenomegaly and spontaneous T-cell activation^22^,^23^, suggesting a potential role of USP21 in maintaining immune tolerance. We previously identified how the E3 deubiquitinase USP21 is highly induced in human CD4^+^CD25^hi^CD127^lo^ Treg cells from asthma patients^24^, but the *in vivo* function of USP21 remained unclear.

To illustrate the function of USP21 *in vivo*, we generate mice with conditional depletion of *Usp21* in Treg cells to investigate the role of USP21 in controlling Treg-cell stability. We find that mice lacking USP21 in Treg cells suffer from immune disorders characterized by spontaneous T-cell activation and excessive T-helper type 1 (Th1) skewing. Moreover, Treg-specific deletion of *Usp21* leads to significant induction of Th1-like Treg cells. USP21 stabilizes FOXP3 protein by mediating its deubiquitination and maintains the expression of Treg signature genes. Taken together, our results show that USP21 prevents FOXP3 protein depletion and controls Treg lineage stability *in vivo*.

## Results

### Depletion of *Usp21* in Treg cells perturbs immune tolerance

To illustrate the function of USP21 in controlling Treg-cell fate *in vivo*, we developed a mouse model where *Usp21* is depleted only in Treg cells (*Usp21*^fl/fl^*Foxp3*^Cre^ mice) by crossing *Usp21*^fl/fl^ mice with mice bearing YFP-fused Cre recombinase under control of the *Foxp3* gene locus (Fig. 1a). We first analysed thymic development of CD4^+^ and CD8^+^ T cells, and no significant difference was observed between *Foxp3*^Cre^ and *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Supplementary Fig. 1a,b). Meanwhile, we did not find significant changes in the absolute numbers of CD4^+^CD8^−^ (CD4-SP), CD4^−^CD8^+^ (CD8-SP), CD4^−^CD8^−^ (DN) and CD4^+^CD8^+^ (DP) thymocytes in *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Supplementary Fig. 1c). *Usp21*^fl/fl^*Foxp3*^Cre^ mice developed lymphadenopathy and splenomegaly at the age of 6 to 8 months (Fig. 1b,c), suggesting aberrant immune activation. We next tested whether Treg-specific deletion of *Usp21* perturbed T-cell activation and homeostasis. We observed increased frequency of CD62L^lo^CD44^hi^ effector memory T cells in *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Fig. 1d,e). We also observed excessive Th1 responses in *Usp21*^fl/fl^*Foxp3*^Cre^ mice, where splenic CD4^+^YFP^−^ effector T cells (Teff) produced higher levels of interferon (IFN)-γ on *in vitro* stimulation (Fig. 1f,g). Therefore, USP21-deficient Treg cells failed to maintain immune tolerance and the related inflammation *in vivo*.

### USP21-ΔTreg cells acquire a Th1-like phenotype

Further histological analysis revealed increased lymphocytic infiltration into peripheral organs of *Usp21*^fl/fl^*Foxp3*^Cre^ mice, including the liver, lung and salivary glands (Fig. 2a). We next analysed the expression of inflammatory cytokines produced by T effector and Treg cells at inflamed tissue loci. We observed the increased production of IFN-γ by CD4^+^YFP^−^ effector T cells in the liver, lung and salivary glands of *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Fig. 2b,d), revealing aberrant immune activation and severe selective Th1-type inflammation. Although the expression of IL-17A slightly increased in the lung of *Usp21*^fl/fl^*Foxp3*^Cre^ mice, its expression was much lower than IFN-γ (Fig. 2b,d). We found that inflamed tissue-derived CD4^+^YFP^+^ USP21-ΔTreg cells produced high amounts of IFN-γ and displayed a Th1-cell-like phenotype (Fig. 2c,e).

Naive CD4^+^ T cells were further sorted from wild type (WT) and *Usp21*^fl/fl^*Foxp3*^Cre^ mice and differentiated into Th1, Th17 and iTreg cells under polarizing conditions. We observed an increased production of IFN-γ in iTreg cells from *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Supplementary Fig. 2a), confirming that USP21-ΔTreg cells displayed a Th1-like phenotype. However, the production of both IFN-γ and IL-17A was comparable in polarized Th1 and Th17 cells from WT and *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Supplementary Fig. 2a). Therefore, Th1 skewing in *Usp21*^fl/fl^*Foxp3*^Cre^ mice is potentially due to aberrant function of Th1-like USP21-ΔTreg cells. In summary, we observed a population of Th1-like USP21-ΔTreg cells, which correlated with Th1-type inflammation in the liver, lung and salivary glands of *Usp21*^fl/fl^*Foxp3*^Cre^ mice.

### USP21 prevents the loss of FOXP3 protein in Treg cells

To investigate the stability of USP21-ΔTreg cells, we next analysed the expression of FOXP3 using flow cytometry. We observed the downregulation of FOXP3 protein in USP21-ΔTreg cells from lymphoid as well as non-lymphoid organs (Fig. 3a), while the *Foxp3* gene was still actively transcribed (Supplementary Fig. 3a). This suggested that the loss of USP21 affected the post-translational modification-mediated degradation of FOXP3 protein in these USP21-ΔTreg cells. Further testing indicated that USP21 is required to stabilize FOXP3 protein, since the mean fluorescence intensity of FOXP3 staining was downregulated in USP21-ΔTreg cells (Fig. 3b). More importantly, the percentages of CD4^+^YFP^+^ USP21-ΔTreg cells remained unaffected (Supplementary Fig. 3b–d), reflecting a normal distribution of Treg cells in the lymphoid as well as non-lymphoid organs of *Usp21*^fl/fl^*Foxp3*^Cre^ mice. Decrease in the percentages of FOXP3^+^ Treg cells was more pronounced in non-lymphoid organs, due to increased loss of FOXP3 protein expression (Fig. 3c). We next checked the expression of FOXP3 in CD4^+^YFP^+^ Treg cells and confirmed the instability of FOXP3 protein in CD4^+^YFP^+^ USP21-ΔTreg cells (Fig. 4a,b). To further test the *in vivo* stability of USP21-ΔTreg cells, we transferred WT Treg or USP21-ΔTreg cells into Rag1^−/−^ mice. There was a significant loss of FOXP3 in *in vivo* transferred USP21-ΔTreg cells (Fig. 4c–e). Taken together, these results indicated that USP21 might control Treg lineage stability by preventing the loss of FOXP3 protein.

### Depletion of *Usp21* perturbs Treg signature gene expression

We performed RNA sequencing and compared gene expression profiles of Treg cells from *Usp21*^fl/fl^*Foxp3*^Cre^ and *Foxp3*^Cre^ mice. 

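In the library of USP21-ΔTreg cells, *Usp21* stood at 4.56 FPKM (fragments mapped per transcript length and library size), against 11.8 FPKM in the library of WT Treg cells. *Usp21* (Entrez gene 30941) lies on the minus strand of chromosome 1 of mm10 from 171281945 to 171287991. The 198 fragments in USP21-ΔTreg cells and 463 in WT Treg cells gave a ratio of scaled counts of 0.381 (95% Clopper-Pearson interval 0.321 to 0.451, counting error only). The value is for the whole gene, so any transcripts that keep exons outside the deleted part are counted in it. The source of the remaining *Usp21* fragments was not tested. Both libraries came from CD4+CD25 hiYFP+ cells sorted from spleen and lymph nodes. In these mice Cre and YFP are expressed from *Foxp3*, the gene of the lineage factor of Treg cells. The sample labels give an age of 6 months for both genotypes. There was 1 library per genotype and no replicate, so no test was made and no p-value is given, and each difference is one between these libraries. The methods describe RNeasy RNA and stranded TruSeq total RNA libraries, whereas the sample labels describe Trizol RNA and the TruSeq RNA Sample Prep Kit. The authors mapped the reads to mm10 with TopHat 2.0.9 and obtained FPKM values and fragment counts scaled between libraries with Cufflinks 2.1.1. In the scaled counts, 1 fragment was worth 1.03 in WT Treg cells and 0.918 in USP21-ΔTreg cells, which gave 23198432 and 23418573 fragments in genes. Of the count values above 0, 97.2% in each library were whole numbers of fragments within 0.02. Fold changes were computed as the log2 ratio of FPKM + 0.1, USP21-ΔTreg over WT, which understates the difference of genes with low values. Genes with a mean FPKM of at least 1 over both libraries were kept, 10948 of 16830. A gene was counted as higher or lower at a ratio of at least 2. Apart from the hypoxia-inducible factor targets, gene lists were fixed before the data were examined. The genes named in Fig. 5a,b, a result from these libraries, were known by then, and several lists hold some of them. The median of each list with at least 3 measured genes was placed among 10000 random lists of the same size matched on mean FPKM, as a description of these libraries.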

We first compared differentially expressed genes (DEGs) of Treg and Teff signature genes^25^. We found that USP21-ΔTreg cells displayed impaired transcription of Treg signature genes and simultaneously acquired the expression of genes controlling Teff cell fate (Fig. 5a,b), supporting that USP21-ΔTreg cells became Teff-like. Moreover, in WT and USP21-ΔTreg cells, 35.4% (87 upregulated genes and 64 downregulated genes) of 426 DEGs were FOXP3 direct targets (Fig. 5c), where total FOXP3 targeting genes were taken from published CHIP-seq data^14^. 

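Of 29 measured genes of the Treg signature list, 13 were at least 2-fold lower in USP21-ΔTreg cells, 2 were at least 2-fold higher and 14 lay between. *Il2ra*, which encodes CD25, stood at 168 FPKM in WT Treg cells and 19.3 FPKM in USP21-ΔTreg cells (log2 fold change −3.12), and both populations had been sorted as CD25 hi. *Gpr83*, an orphan receptor of Treg cells, was lower by the same measure at −2.86, and the co-stimulatory receptors *Tnfrsf9*, *Tnfrsf4* and *Tnfrsf18* (GITR) had log2 fold changes of −2.02, −1.93 and −1.39. *Foxp3* itself stood at 91.8 and 55.2 FPKM, a log2 fold change of −0.73. Its ratio of scaled counts was 0.553 (95% Clopper-Pearson interval 0.533 to 0.573, counting error only). The paper describes *Foxp3* as still transcribed in USP21-ΔTreg cells and proposes that its protein is lost after translation. At 55.2 FPKM *Foxp3* RNA was present, but whether its lower level adds to the lower protein was not tested. *Ctla4* (0.04) and *Ikzf2*, which encodes Helios (0.24), differed by less than 2-fold, and *Tigit* (1.13) and *Nrp1* (1.18) were the 2 higher genes. On scaled counts, a scale chosen after seeing the data, 14 genes of the list were lower and none was higher. The median of the list was −0.98, below the medians of all 10000 random lists. Of its measured members, 12 are drawn in Fig. 5a,b. Among the other 17 the median was −0.09, at percentile 21.94 of random lists of that size, with 1 gene at least 2-fold lower and 2 higher. The drawn genes were chosen for their difference in these libraries. Holding them moves the median of the whole list away from 0 by itself, and leaving them out moves the rest towards 0 by itself. Targets of IL-2 and STAT5 signalling, of which 4 are also in the Treg signature list, were at least 2-fold lower in 17 of 20 cases and in none higher. Their median was −2.00, and −1.93 for the 12 not drawn in Fig. 5a,b. Among them were *Socs1* (−3.01), a feedback inhibitor of cytokine signalling, *Myc* (−2.71), and *Lta* (−4.15). The paper takes the lower Treg signature genes and the higher Teff genes as support for a Teff-like state of USP21-ΔTreg cells. It also reports qRT-PCR of representative genes, IFN-γ production by these cells in inflamed tissues and loss of FOXP3 protein.

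**Figure D1:**
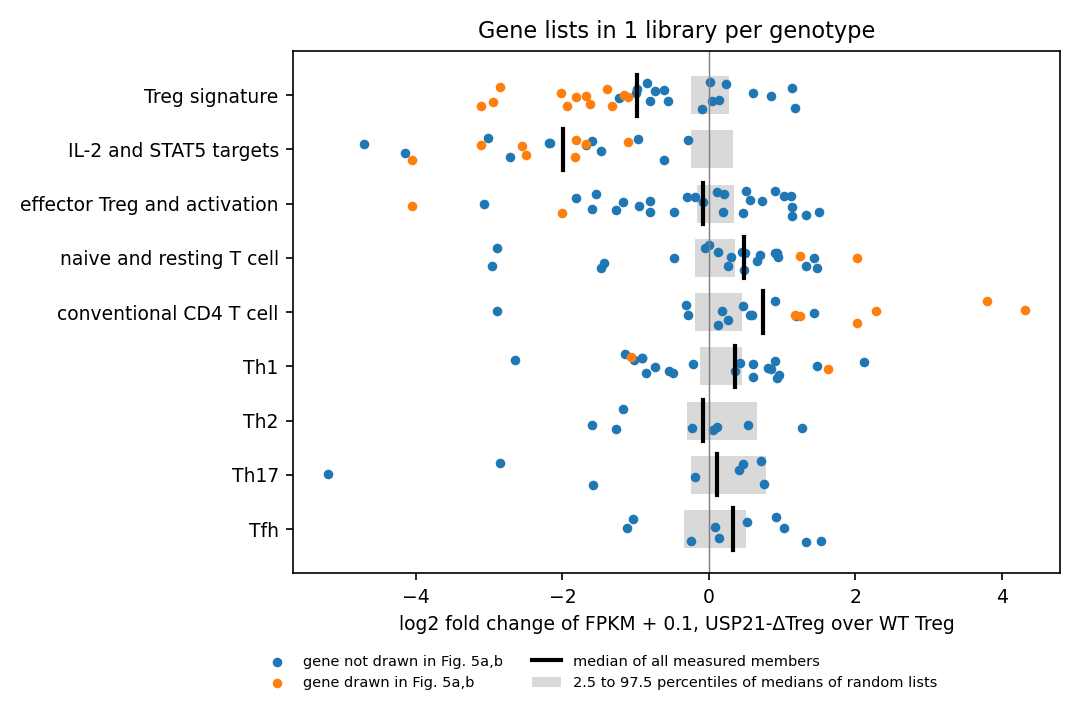
Log2 fold change of FPKM + 0.1 (x axis, USP21-ΔTreg over WT Treg cells) for the measured members of 9 gene lists. Each point is a gene, orange if drawn in Fig. 5a,b, each black line is the median of a list and each grey bar spans the central 95% of the medians of 10000 random lists. The median of the Treg signature list lies at −0.98, left of its bar.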

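Among 18 measured genes that are higher in conventional CD4+ T cells than in Treg cells, 8 were at least 2-fold higher in USP21-ΔTreg cells and 1 was lower. *Il7r*, the IL-7 receptor α-chain, stood at 35.3 FPKM in WT Treg cells and 144 FPKM in USP21-ΔTreg cells (log2 fold change 2.02), and *Tcf7*, which encodes TCF-1, at 61.4 and 146 FPKM (1.25). *Igfbp4* was the lower gene, with a log2 fold change of −2.89. The median of this list was 0.74, above the medians of all 10000 random lists. Of its measured members, 6 are drawn in Fig. 5a,b and were chosen for their difference in these libraries, which by itself raises that rank. For the other 12 the median was 0.36, at percentile 85.97 of random lists of that size, within their central 95%. Leaving out genes chosen for being higher lowers this median by itself. The naive and resting T cell list, which shares 7 measured members with it, had a median of 0.48, with 5 of 23 genes higher and 4 lower. That median was at percentile 99.78 of its random lists, and at percentile 99.3 without the 2 members drawn in Fig. 5a,b. Chemokine receptors and homing molecules had a median of 0.90, with 9 of 21 genes higher, among them *Cxcr3* (1.62), *Cxcr6* (1.47) and the integrin α4 gene *Itga4* (1.81), and 3 lower, *Ccr6* (−1.58), *Ccr4* (−1.27) and *Ccr8* (−1.18). The median of the homing list was at percentile 100 of its random lists, also without *Cxcr3*, its 1 member drawn in Fig. 5a,b. On scaled counts, 4 of these 21 genes were higher and 3 lower. Of 23 Th1 genes, 3 were higher and 4 lower. *Ccl5* (2.11) was among the higher, and *Tnf* (−2.65), *Ifng* (−1.15) and *Tbx21* (−1.02) were among the lower. Of 8 Th2 genes, 1 was higher and 3 lower, of 8 Th17 genes none was higher and 3 were lower, and of 10 Tfh genes 3 were higher and 2 lower. The medians of these 4 lists were 0.36, −0.08, 0.11 and 0.33, each within the central 95% of the medians of its random lists. Of markers of other cell types, 4 of 5 for B cells (median 1.44) and 4 of 9 for NK and CD8 T cells (median 0.99) were at least 2-fold higher and none was lower. Of 11 myeloid markers 5 were higher and 1 lower, and of 5 erythroid markers 3 were higher and 2 lower. *Klrd1*, a receptor chain of NK and CD8 T cells that Fig. 5b draws among the higher genes, had 11 fragments in WT Treg cells and 198 in USP21-ΔTreg cells. It was a member of both the conventional CD4 T cell list and the NK and CD8 T cell list.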

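Of 10948 genes, 852 were at least 2-fold higher and 679 at least 2-fold lower in USP21-ΔTreg cells on FPKM. The 10 lowest genes with a mean FPKM of at least 5 included the metallothioneins *Mt2* (log2 fold change −6.64) and *Mt1* (−5.72), the cytokine gene *Lif* (−4.71), *Ak4* (−4.54), *Tgm2* (−4.46) and *Gadd45g* (−4.37). The 10 highest included *Gzmk* (2.67), a granzyme of cytotoxic cells, *Igj* (2.67), the joining chain of secreted immunoglobulin, *Cpne7* (2.91) and *St8sia6* (2.37). The direction that prevailed depended on the scale and on other settings. On the scaled fragment counts, an alternative chosen after seeing the data, 475 genes were higher and 868 lower. Of the genes at least 2-fold higher on FPKM, 466 were also so on scaled counts, and of those lower, 665 were. With the FPKM fold changes centred on their median of 0.20, 488 genes were higher and 913 lower, and with 1 FPKM added in place of 0.1 the numbers were 482 and 573. They were 447 and 513 at a mean FPKM of at least 5, and 718 and 739 after upper quartile scaling. More genes stayed higher than lower with 0.01 FPKM added (904 and 695) and without a filter (1460 and 1011). The same held after scaling both libraries to the same FPKM sum (915 and 651). The 2 highest genes of each library made up 32.9% of that sum in WT Treg cells and 35.8% in USP21-ΔTreg cells. In 20 simulated pairs of libraries of this depth without any change, counting error alone put a median of 8 genes past 2-fold. This simulation holds no variation between mice, so it does not tell how many of the genes would differ in other animals. Both simulated libraries also shared the same factor from fragments to FPKM for each gene. The difference between FPKM and scaled counts described above could therefore not arise in it. The list of FOXP3-bound genes was not analysed here.

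**Figure D2:**
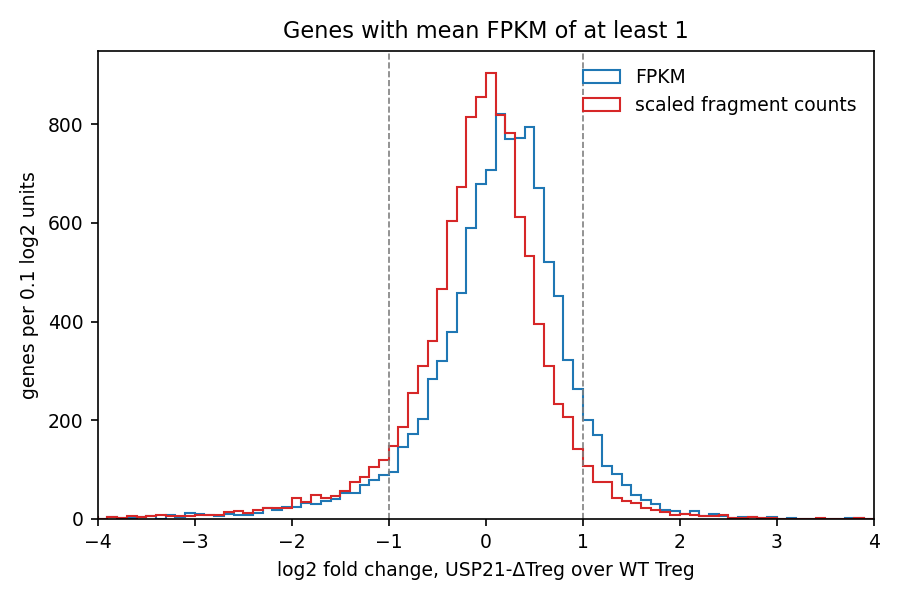
Number of genes (y axis, per 0.1 log2 units) by log2 fold change (x axis, USP21-ΔTreg over WT Treg cells) for the 10948 genes with a mean FPKM of at least 1, on FPKM (blue) and on scaled fragment counts (red). Dashed lines mark 2-fold, the axis leaves out 27 genes beyond −4 or 4 on either scale, and the blue distribution lies to the right of the red one, with medians of 0.20 and −0.01.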

The expression of representative genes was further validated by qRT–PCR (Supplementary Fig. 4a). In summary, these data suggest that USP21 regulates the function of Treg cells majorly through FOXP3.

### USP21-ΔTreg cells display impaired suppressive activity

We next examined the suppressive activity of USP21-ΔTreg cells using an *in vitro* suppression assay. We found that USP21-ΔTreg cells had significantly impaired suppressive capacity towards Teff cell proliferation (Fig. 5d,e). Knockdown of *Usp21* in WT Treg cells also impaired their suppressive activity (Supplementary Fig. 4b–d), confirming that USP21 is required for Treg-cell function. These results collectively suggest that USP21 maintains the expression of Treg signature genes and controls the suppressive function of Treg cells.

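*Gzmb*, which encodes granzyme B, stood at 80.3 FPKM in WT Treg cells and 4.73 FPKM in USP21-ΔTreg cells, or 2866 and 161 fragments (log2 fold change −4.06). *Gzmb* (Entrez gene 14939) lies on the minus strand of chromosome 14 of mm10 from 56258838 to 56262260. *Ebi3*, which encodes a chain of IL-35, differed by less than 2-fold with a log2 fold change of −0.98, as did *Lrrc32*, which encodes GARP, with one of −0.85. The ectoenzyme genes *Entpd1* (CD39) and *Nt5e* (CD73) had log2 fold changes of 0.01 and 0.14, *Il10* one of 0.19 and *Lag3* one of 0.20. *Fgl2*, a secreted suppressive molecule, was higher at 1.51. Of 29 measured genes of the effector Treg and activation list, 8 were at least 2-fold lower and 6 at least 2-fold higher, and the median was −0.09, at percentile 8.28 of the random lists. The lower genes included the transcription factor genes *Myb* (−3.07), *Irf4* (−2.01) and *Batf* (−1.55). On scaled counts the list had 11 genes lower and 3 higher.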

We further challenged *Usp21*^fl/fl^*Foxp3*^Cre^ mice with MOG peptide in an experimental allergic encephalomyelitis (EAE) disease model. We found that *Usp21*^fl/fl^*Foxp3*^Cre^ mice developed more severe EAE symptoms and failed to restrict late stages of disease development (Fig. 6a; Table 1). Disease severity was accompanied by increased production of IFN-γ and IL-17A in CD4^+^YFP^−^ effector T cells from *Usp21*^fl/fl^*Foxp3*^Cre^ mice (Fig. 6b,c). We then transferred CD45.2^+^ WT Treg or USP21-ΔTreg cells into EAE-bearing CD45.1 mice, and CD45.2^+^ USP21-ΔTreg cells became instable through FOXP3 loss (Fig. 6d,e). Therefore, USP21-ΔTreg cells fail to limit EAE disease development at later phases of disease progression, possibly due to the loss of FOXP3 expression and suppressive function.

### USP21 interacts with FOXP3 in Treg cells

Our data suggested that a post-translational modification-mediated mechanism controls the degradation of FOXP3 in USP21-ΔTreg cells (Fig. 3a; Supplementary Fig. 3a). To test whether USP21 is a direct E3 deubiquitinase of FOXP3 that prevents its degradation, we first carried out binding studies to determine whether FOXP3 could directly bind to USP21. Reciprocal immunoprecipitation of FLAG-FOXP3 and Myc-USP21 revealed an interaction between USP21 and FOXP3 (Fig. 7a), and we also detected the endogenous interaction between USP21 and FOXP3 in human Treg cells (Fig. 7b). We next expressed and purified His-USP21, MBP and MBP-FOXP3 from *Escherichia coli*, and carried out an *in vitro* MBP pulldown assay that confirmed the direct interaction between FOXP3 and USP21 (Fig. 7c). Through the generation of systematic deletion mutants (Supplementary Fig. 5a) and co-IP experiments, we found that the zinc-finger subdomain of FOXP3 was essential for its interaction with USP21; deletion of the zinc-finger regions (N2, C1 and C2) disrupted their interaction (Supplementary Fig. 5b). These data further suggested a direct role of USP21 in Treg cells through interaction with FOXP3.

### USP21 deubiquitinates FOXP3 in Treg cells

We further found the loss of FOXP3 protein in USP21-ΔTreg cells could be prevented by the addition of proteasome inhibitor MG132 (Fig. 7d), suggesting that the ubiquitin-proteasome pathway might be involved in this process. We next studied the half-life of FOXP3 using the protein synthesis inhibitor cycloheximide. And ectopically expressed USP21 significantly extended the half-life of FOXP3 protein (Fig. 7e). Therefore, USP21 prevents the proteasomal degradation of FOXP3 in Treg cells.

Using a his-tagged ubiquitin pulldown assay, we found that ectopically expressed USP21, but not the enzymatically inactive mutant C221A, reduced levels of ubiquitinated FOXP3 (Fig. 7f). We also observed a much higher level of endogenous ubiquitinated FOXP3 in USP21-ΔTreg cells (Fig. 7g), correlating with the loss of FOXP3 protein *in vivo*. Therefore, these results support that USP21 prevents FOXP3 depletion in Treg cells through deubiquitination and protection from ubiquitination-mediated protein degradation.

To identify the specific lysine residues of FOXP3 that could be deubiquitinated by USP21, we screened each individual lysine-only mutants of FOXP3 (where all lysines in FOXP3 were mutated to arginines besides one residue) and identified seven lysine residues (K206, K216, K227, K252, K277, K332 and K393), which were potential USP21 targets. We then tested mutants where only seven lysine residues were retained or mutated into arginines (termed 7K and 7R mutants, respectively, Supplementary Fig. 5c). His-ubiquitin pulldown assays further confirmed that USP21 could deubiquitinate FOXP3 at these seven lysine residues and that the 7R construct was unresponsive to USP21-mediated deubiquitination (Supplementary Fig. 5d). These findings demonstrated that USP21 could stabilize FOXP3 through deubiquitination and prevented the depletion of FOXP3 protein in Treg cells.

### USP21 is dispensable for GATA3 expression in murine Tregs

USP21 was previously reported to positively regulate GATA3 expression through deubiquitination in human Treg cells^24^. In agreement with this previous study, we confirmed the endogenous interaction between USP21 and GATA3 in human expanding Treg cells (Supplementary Fig. 6a). However, GATA3 protein remained stable in murine USP21-ΔTreg cells from the thymus, spleen and peripheral lymph nodes (Supplementary Fig. 6b). We also compared the expression level of GATA3 protein in sorted CD4^+^CD25^hi^YFP^+^ Treg cells or polarized iTreg cells from WT and *Usp21*^fl/fl^*Foxp3*^Cre^ mice, and no significant difference was observed (Supplementary Fig. 6c). These results are consistent with a previous study that showed how USP21 is dispensable for the regulation of GATA3 during murine lymphocyte differentiation^23^, perhaps suggesting the existence of a redundant role of USP21 in stabilizing GATA3 in mice, but not in humans.

## Discussion

Ample evidence has supported the notion of how FOXP3 instability facilitates the generation of T-effector-cell-like Treg cells^5^,^10^,^26^,^27^,^28^,^29^. Through generation of *Usp21*^fl/fl^*Foxp3*^Cre^ mice, we observed a population of Th1-like instable USP21-ΔTreg cells, which was accompanied by increased Th1 responses. This was due to increase in degradation of FOXP3 through the lack of deubiquitinase activity. These observations are consistent, albeit from an opposite mechanistic standpoint, with a previous finding that Stub1-overexpressing Treg cells became Th1-cell-like phenotype due to increased FOXP3 depletion via ubiquitination and proteasome-mediated degradation^19^. Moreover, in human patients with relapsing remitting multiple sclerosis (RRMS), a high frequency of IFN-γ-secreting Treg cells has been observed^26^, confirming the existence of Th1-like Treg cells in humans. There have also been reports of how Treg cells with decreased FOXP3 expression preferentially become Th2-type effectors in hosts with severe Th2-type disorder^12^. In addition, under arthritic conditions, CD25^lo^FOXP3^+^CD4^+^ T cells may lose FOXP3 expression and undergo transdifferentiation into Th17 cells^13^. Therefore, instable Treg cells may adopt various T-helper-cell-like phenotypes under different inflammatory contexts.

K48-linked polyubiquitinated FOXP3 is degraded in the proteasome through the action of the E3 ubiquitin ligase Stub1 (ref. 19). And another report also described how Stub1 and Cbl-b sequentially induce FOXP3 for ubiquitination and degradation^30^. Here USP21 prevents FOXP3 degradation most likely through removing K48-linked polyubiquitin moieties. Previously, another deubiquitinase, USP7, was also reported to stabilize FOXP3 through deubiquitination and improved Treg-cell functionality^20^. Therefore, these results collectively suggest that both deubiquitinases were required to maintain FOXP3 expression in Treg cells. In addition to FOXP3, USP21 might have additional targets in Treg cells, since a proportion of DEGs were not controlled directly by FOXP3. However, our data suggest that FOXP3 should be an important target of USP21 in Treg cells, since FOXP3 critically controls Treg-cell development and functional stability.

USP21-ΔTreg cells had compromised expression of Treg signature genes and displayed impaired suppressive activity. In an EAE disease model, we found that USP21-ΔTreg cells failed to restrict both Th1 and Th17 responses, possibly due to the loss of FOXP3 expression and subsequent loss of suppressive activity. Therefore, USP21-ΔTreg cells are largely hypoactive and failed to restrict the activation of inflammatory lymphocytes in lymphoid and non-lymphoid organs. Although CD4^+^YFP^−^ effector T cells produced IFN-γ at much higher levels in *Usp21*^fl/fl^*Foxp3*^Cre^ mice, Th1-like USP21-ΔTreg cells could potentially contribute to disease pathology by amplifying Th1 responses through IFN-γ production and impaired effector-T-cell-mediated Th1 responses. To really understand whether this is the case, dual depletion of USP21 and effector-T-cell cytokines such as IFN-γ in Treg cells might be required.

Treg cells are known to restrict anti-tumour immune responses and promote tumour survival^31^,^32^,^33^,^34^,^35^. Therefore, temporary release from the suppressive influence of Treg cells or conversion of these cells into Th1-like inflammatory cells might provide beneficial traits in the tumour microenvironment to support anti-tumour responses. Interestingly, a recent study has characterized a population of FOXP3^lo^ T cells in colorectal cancer, which produced higher amounts of IFN-γ after *in vitro* stimulation, also predicted better prognosis^36^. Therefore, Th1-like FOXP3^lo^ Treg cells potentially contribute to anti-tumour immune responses and suppress tumour formation. Here the induction of FOXP3 degradation in Treg cells provides a potential method that enables transient inhibition of suppressive Treg cells, and thus USP21 is a potential drug target for future anti-cancer immunotherapy (Fig. 8).

## Methods

### Mice

The mouse line carrying the *Usp21*^tm1a(EUCOMM)Wtsi^ allele was purchased from the International Mouse Knockout Consortium. To generate *Usp21*^flox/flox^ mice, *Usp21*^tm1a(EUCOMM)Wtsi^ mice were further crossed with Flp recombinase transgenic mice of C57BL/6 strain. *Foxp3*^YFP-Cre^ mice were purchased from the Jackson Laboratory. Female *Foxp3*^Cre^ (WT) and *Usp21*^fl/fl^*Foxp3*^Cre^ (KO) mice of C57BL/6 strain were used at 6- to 8-month old, unless otherwise noted. Randomization and blinding strategy was used whenever possible. All mice were maintained under specific pathogen-free conditions. All mouse experiments followed protocols approved by the Institutional Animal Care and Use Committee in Institut Pasteur of Shanghai.

### Antibodies

Labelled anti-CD4 (GK1.5, 1:100), anti-CD8 (53-6.7, 1:100), anti-CD25 (PC61, 1:100), anti-CD44 (IM7.8.1, 1:100), anti-CD62L (MEL14, 1:100), anti-FOXP3 (FJK-16s, 1:100), anti-GATA3 (L50-823, 1:100), anti-IL-2 (JES6-5H4, 1:100), anti-IL-4 (BVD4-1D11, 1:100), anti-IL-17A (TC11-18H10, 1:100), anti-IFN-γ (XMG1.2, 1:100) and specific isotype-matched control antibodies (1:100) were from BD Biosciences, eBioscience or Miltenyl Biotec. Anti-USP21 (G-17, 1:1,000), Anti-Ubiquitin (P4D1, 1:1,000), Anti-GATA3 (HG3-31, 1:1,000) was from Santa Cruz Biotechnology. Anti-FOXP3 (eBio7979, 1:1,000) was from eBioscience.

### Flow cytometry

For analysis of surface markers, cells were stained in PBS containing 2% fetal bovine serum (FBS) with antibodies as indicated. FOXP3 staining was performed according to the manufacturer's instructions (eBioscience). To determine cytokine expression, cells were stimulated with phorbol12-myristate 13-acetate (50 ng ml^−1^), ionomycin (1 μM), Golgi Stop and Golgi Plug for 4 h. At the end of stimulation, cells were stained with fixable viability dye eFluor 780 and the indicated antibodies according to the manufacturer's instructions (eBioscience).

### Cell purification and culture

HEK 293T (ATCC CRL-11268) cells were cultured in DMEM containing 10% FBS and tested for mycoplasma contamination before use. Lymphocytes were isolated from lymphoid organs (spleen and peripheral lymph nodes) and CD4^+^ T cells were enriched with isolation kits. CD4^+^CD25^hi^YFP^+^ Treg cells and CD4^+^CD25^−^YFP^−^ Teff cells were further sorted on a BD FACS ARIA II sorter (BD Biosciences). Sorted Treg and Teff cells were cultured in RPMI 1640 medium (plus β-mercaptoethanol) supplemented with 10% FBS (GIBCO), 1% GlutaMax (GIBCO), 1% sodium pyruvate (GIBCO), and 1% Pen/Strep (GIBCO). For *Usp21* knockdown assay, murine CD4^+^CD25^hi^YFP^+^ Treg cells were transduced with virus containing shRNA lentiviral vector, along with anti-CD3/28 stimuli (1 cell to 1 bead). The following shRNA sequences were used: shCK, 5′-caacaagatgaagagcaccaa-3′; sh*Usp21*-1, 5′-ccagaaatacgtcccttcctt-3′; sh*Usp21*-2, 5′-cccagatgaaaggctcaagaa-3′. Mice CD4^+^CD25^lo^YFP^−^CD62L^+^ naïve T cells were sorted and further polarized into iTreg cells using anti-CD3/CD28 DynaBeads (Invitrogen) in the presence of mIL-2 (100 U ml^−1^) plus mTGF-β1 (5 ng ml^−1^, R&D). For Th1 conditions, 10 ng ml^−1^ IL-12 and 10 μg ml^−1^ anti-IL-4 were added. For Th17 conditions, 10 μg ml^−1^ anti-IL-4, 10 μg ml^−1^ anti-IFN-γ, 2 ng ml^−1^ mTGF-β1, 20 ng ml^−1^ IL-23 and 20 ng ml^−1^ IL-6 were added. To enrich lymphocytes from the liver, lung and salivary glands, mice were transcardially perfused with heparin (10 U ml^−1^) in PBS under anaesthesia. Tissues were excised independently of lymph nodes and were incubated for 1 h at 37 °C in Collagenase D (1 mg ml^−1^; Roche), DNase (20 mg ml^−1^, Roche) and 0.2% bovine serum albumin in RPMI 1640 medium. Digested tissue was strained through cell strainers. Lymphocytes were further separated by centrifugation through a 40–70% percoll gradient and then subjected to Flow Cytometry Analysis. Human CD4^+^CD25^hi^CD127^lo^ Treg cells were isolated from PBMC by FACS on a BD FACS ARIA II sorter. And informed consent was obtained from healthy donors. All the studies were approved by the Institutional Ethics Committee. Human Treg cells were expanded using anti-CD3/CD28 DynaBeads (Invitrogen) at a cell to bead ratio of 1:3 in X-VIVO media (Lonza) supplemented with 10% FBS, 1% GlutaMax, 1% sodium pyruvate, and 1% Pen/Strep. Treg cells were expanded in the presence of rIL-2 (500 U ml^−1^) and rapamycin (100 nM) for 10 days followed by resting in a lower concentration of rIL-2 (100 U ml^−1^). Human CD4^+^CD25^lo^CD45RA^hi^ naive T cells were isolated from healthy donor PBMC and differentiated into iTreg cells using anti-CD3/CD28 DynaBeads (Invitrogen) in the presence of rhIL-2 (100 U ml^−1^) and hTGF-β1 (5 ng ml^−1^, R&D).

### EAE model

Four-month old mice were immunized subcutaneously with 200 μl of emulsified CFA and 200 mg MOG_35–55_ peptide (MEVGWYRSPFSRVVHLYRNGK), and received intraperitoneal injections of 200 ng pertussis toxin at the time of immunization, and repeated 48 h later. Animals were evaluated daily for signs of disease by the following criteria: 0, no disease; 1, flaccid tail paralysis; 2, hind limb paresis; 3, bilateral hind limb paralysis; 4, fore and hind limb paralysis.

### Adoptive transfer of Treg cells

CD4^+^CD25^+^YFP^+^ Treg cells were sorted from WT and KO mice. A total of 10^6^ Treg cells were transferred intravenously into Rag1^−/−^ mice. Rag1^−/−^ mice were sacrificed 7 days later. A total of 2 × 10^6^ CD45.2^+^ WT Treg cells or USP21-ΔTreg cells were transferred intravenously into CD45.1 mice at the onset of EAE (day 12). At the peak of EAE (day 17), the transferred CD45.2^+^ Treg cells were analysed for FOXP3 expression in the CNS from the CD45.1 mice.

### RNA preparation and immunoblotting

Total RNA was extracted using TRIzol reagent (Invitrogen). cDNA was synthesized using a reverse transcriptase kit (TaKaRa, Japan), followed by qRT–PCR analysis (SYBR Green; TaKaRa). Cells were washed with ice-cold PBS and lysed on ice for 30 min in RIPA buffer (50 mM Tris-HCl, pH 7.5; 135 mM NaCl; 1% NP-40; 0.5% sodium DOC; 1 mM EDTA; 10% glycerol) containing protease inhibitor (1:100, P8340; Sigma-Aldrich), 1 mM NaF, and 1 mM PMSF. Cell lysates were cleared by centrifugation, and supernatants were immunoprecipitated with the appropriate antibodies (Abs, 1 μg ml^−1^) using protein A/G-agarose beads at 4 °C. Samples were then used for immunoblotting analysis with indicated antibodies.

### His-ubiquitin pulldown assay

Cells were lysed in a pH 8 urea buffer (8 M urea, 100 mM Na_2_HPO_4_, 10 mM TRIS (pH 8.0), 0.2% TX-100, 10 mM imidazole and 1 mM *N*-ethylmaleimide) and incubated with Ni-NTA beads for 2 h at room temperature. The beads were washed twice in pH 8 urea buffer, twice in pH 6.3 urea buffer (8 M urea, 100 mM Na_2_HPO_4_, 10 mM TRIS (pH 6.3), 0.2% TX-100 and 10 mM imidazole), and once in a wash buffer (20 mM TRIS (pH 8.0), 100 mM NaCl, 20% glycerol, 1 mM dithiothreitol and 10 mM imidazole). Samples were then used for immunoblotting analysis with indicated antibodies.

### MBP pulldown assay

MBP, MBP-FOXP3 and His-USP21 were expressed in *Escherichia coli* and purified by amylose resin or Ni-NTA beads. His-USP21 were incubated with MBP or MBP-FOXP3 protein for 2 h at 4 °C in buffer A (20 mM Tris·HCl (pH 7.5), 200 mM NaCl, 5 mM β-mercaptoethanol, and 1 mM PMSF) and then were incubated with amylose resins for another 2 h. Amylose resins then were washed extensively with buffer A, followed by SDS/PAGE.

### RNA-Seq library generation

Total RNA was isolated using RNeasy mini kit (Qiagen, Germany). Strand-specific libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina, USA) following the manufacturer's instructions. Briefly, mRNA was purified, fragmented and used for first- and second-strand cDNA synthesis followed by adenylation of 3′ ends. Samples were ligated to unique adaptors and subjected to PCR amplification. Libraries were quantified by Qubit 2.0 Fluorometer (Life Technologies, USA) and validated by Agilent 2100 bioanalyzer (Agilent Technologies, USA) to confirm the insert size and calculate the mole concentration. Cluster was generated by cBot with the library diluted to 10 pM and then were sequenced on the Illumina HiSeq 2500 (Illumina, USA). The library construction and sequencing was performed at Shanghai Biotechnology Corporation.

### High-throughput sequencing and analysis

Sequencing raw reads were preprocessed by filtering out rRNA reads, sequencing adaptors, short-fragment reads and other low-quality reads. Tophat v2.0.9 was used to map the cleaned reads to the mouse mm10 reference genome with two mismatches. After genome mapping, Cufflinks v2.1.1 was run with a reference annotation to generate FPKM values for known gene models. Differentially expressed genes were identified using Cuffdiff. The *P* value significance threshold in multiple tests was set by the false discovery rate (FDR). The fold changes were also estimated according to the FPKM in each sample. The differentially expressed genes were selected using the following filter criteria: FDR ≤0.05 and fold change ≥2.

### Statistical analysis

*P* values were calculated with Student's *t*-test or analysis of variance (GraphPad Prism) as specified in figure legends. All data represent means±s.d. *P≤0.05, **P≤0.01, ***P≤0.001, as determined by two-tailed, unpaired Student's *t*-test. NS, not significant. Sample sizes were designed with adequate power according to the literature and our previous studies. Randomization and blinding strategy was used whenever possible.

### Data availability

The RNA-seq data that support the findings of this study are available in GEO database with the GEO accession number GSE77458. The uncropped scans of all western blots were supplied in Supplementary Figs 7 and 8. The authors declare that all the data supporting the findings of this study are available within the article and its Supplementary Information Files or from the corresponding author on reasonable request.

## Additional information

**How to cite this article:** Li, Y. *et al*. USP21 prevents the generation of T-helper-1-like Treg cells. *Nat. Commun.* **7,** 13559 doi: 10.1038/ncomms13559 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1-8.

Peer Review File

## Figures and Tables

**Figure 1:**
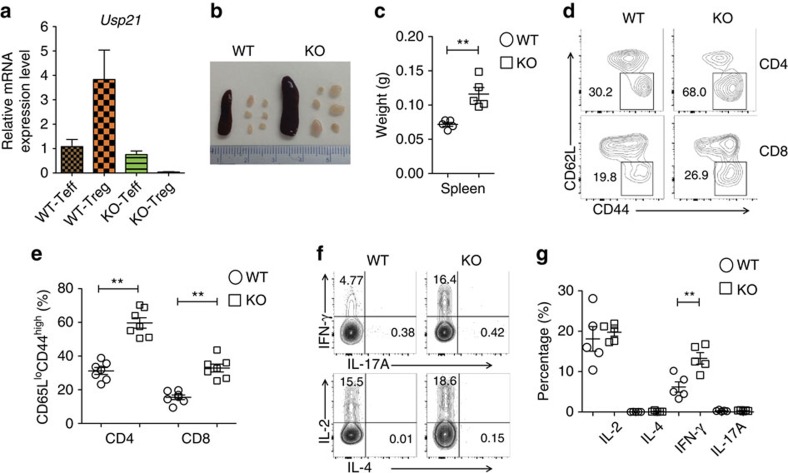
*Usp21*^fl/fl^*Foxp3*^Cre^ mice develop spontaneous lymphoproliferative disease. (**a**) CD4^+^CD25^−^YFP^−^ effector T (Teff) cells and CD4^+^CD25^hi^YFP^+^ Treg cells were sorted from *Foxp3*^Cre^ (WT) and *Usp21*^fl/fl^*Foxp3*^Cre^ (KO) mice. mRNA expression of *Usp21* in each population was assessed by qRT–PCR. (*n*=3 for each group). (**b**) Image of spleens and peripheral lymph nodes (pLNs) from 8-month-old WT and KO mice. (**c**) Quantitative analysis of the weight of spleens isolated from WT (*n*=5) and KO (*n*=5) mice. (**d**) Representative figure shown the expression of CD62L and CD44 in splenic CD4^+^YFP^−^ and CD8^+^ T cells from WT (*n*=7) and KO (*n*=7) littermates. (**e**) Percentage of splenic CD62L^lo^CD44^hi^ effector memory T cells as in **d**. (**f**) Representative figure shown the expression of IFN-γ, IL-17, IL-2 and IL-4 by splenic CD4^+^YFP^−^ effector T (Teff) cells from WT (*n*=5) and KO (*n*=5) mice. (**g**) Percentage of IFN-γ^+^, IL-17^+^, IL-2^+^ and IL-4^+^ splenic T cells as in **f**. Small horizontal lines indicate the mean (±s.d.). All data represent means±s.d. **P≤0.01, as determined by Student's *t*-test.

**Figure 2:**
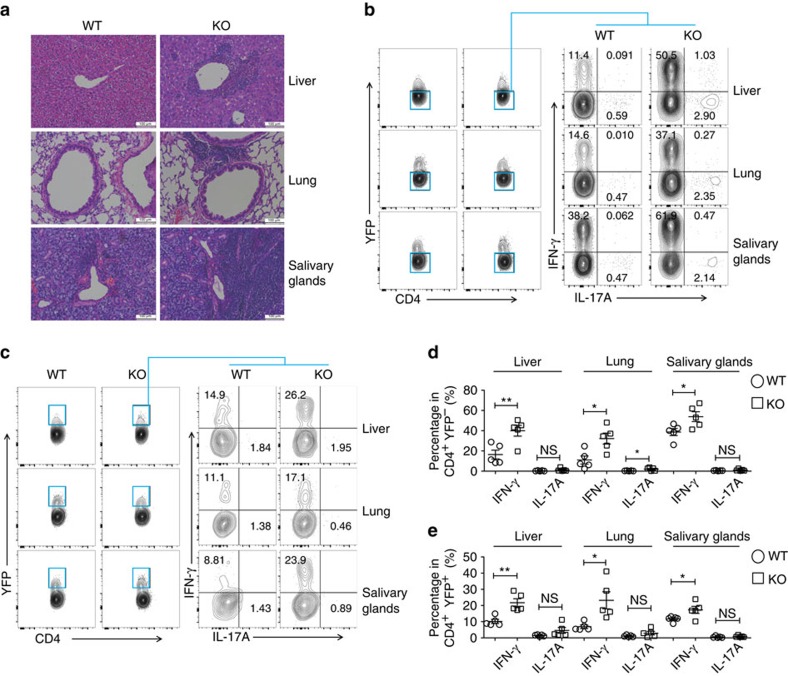
USP21-ΔTreg cells acquire a Th1-like phenotype. (**a**) Histological analysis of lymphocytic infiltration in the liver, lung and salivary glands of indicated mice by H&E staining. Scale bar, 100 μm. (**b**) Representative figure shown the expression of IFN-γ and IL-17A among CD4^+^YFP^−^ effector T (Teff) cells in the liver, lung and salivary glands of WT (*n*=5) and KO (*n*=5) mice. (**c**) Representative figure shown the expression of IFN-γ and IL-17A among CD4^+^YFP^+^ Treg cells in the liver, lung and salivary glands of WT (*n*=5) and KO (*n*=5) mice. (**d**) Percentage of IFN-γ^+^ and IL-17A^+^ Teff cells as shown in **b**. (**e**) Percentage of IFN-γ^+^ and IL-17A^+^ Treg cells as shown in **c**. All data represent means±s.d. *P≤0.05, **P≤0.01, as determined by Student's *t*-test. NS, not significant.

**Figure 3:**
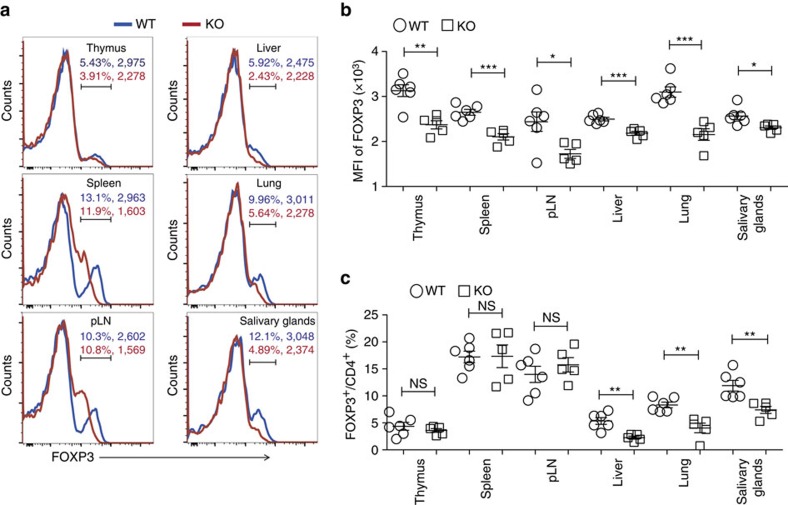
Instability of FOXP3 protein in USP21-ΔTreg cells. (**a**) Representative figure shown the expression of FOXP3 protein in CD4^+^ T cells from the thymus, spleen, pLNs, liver, lung and salivary glands of WT (*n*=6) and KO (*n*=5) mice. FOXP3 expression in CD4^+^ T cells was shown as histograms and FOXP3^+^ cells were further gated. The percentage of CD4^+^FOXP3^+^ T cells and mean fluorescent intensity (MFI) of FOXP3 from WT and KO mice were shown in blue (WT) and red (KO). (**b**) MFI of FOXP3 among FOXP3^+^ Treg cells indicated in **a**. (**c**) Percentage of FOXP3^+^ Treg cells as indicated in **a**. All data represent means±s.d. *P≤0.05, **P≤0.01, ***P≤0.001, as determined by Student's *t*-test. NS, not significant.

**Figure 4:**
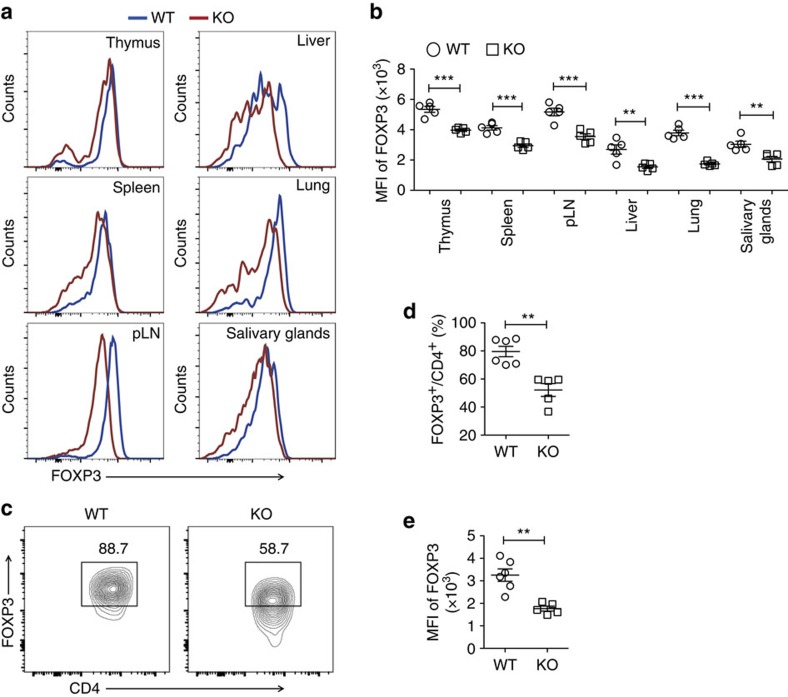
Instability of FOXP3 protein in CD4^+^YFP^+^ USP21-ΔTreg cells. (**a**) Representative figure shown the expression of FOXP3 protein in CD4^+^YFP^+^ Treg cells from the thymus, spleen, pLNs, liver, lung and salivary glands of WT (*n*=5), and KO (*n*=5) mice. FOXP3 expression in CD4^+^YFP^+^ T cells was shown as histograms. (**b**) Mean fluorescent intensity (MFI) of FOXP3 among CD4^+^YFP^+^ Treg cells indicated in **a**. (**c**) WT Treg or USP21-ΔTreg cells were transferred into Rag1^−/−^ mice. The expression of FOXP3 protein was further analysed in transferred Treg cells from the spleen of Rag1^−/−^ mice 7 days later. (**d**) Percentage of FOXP3^+^ Treg cells as indicated in **c**. WT group (*n*=6) and KO group (*n*=5), data represent means±s.d. (**e**) Mean fluorescent intensity (MFI) of FOXP3 among transferred Treg cells as indicated in **c**. WT group (*n*=6) and KO group (*n*=5), data represent means±s.d. **P≤0.01, ***P≤0.001, as determined by Student's *t*-test. NS, not significant.

**Figure 5:**
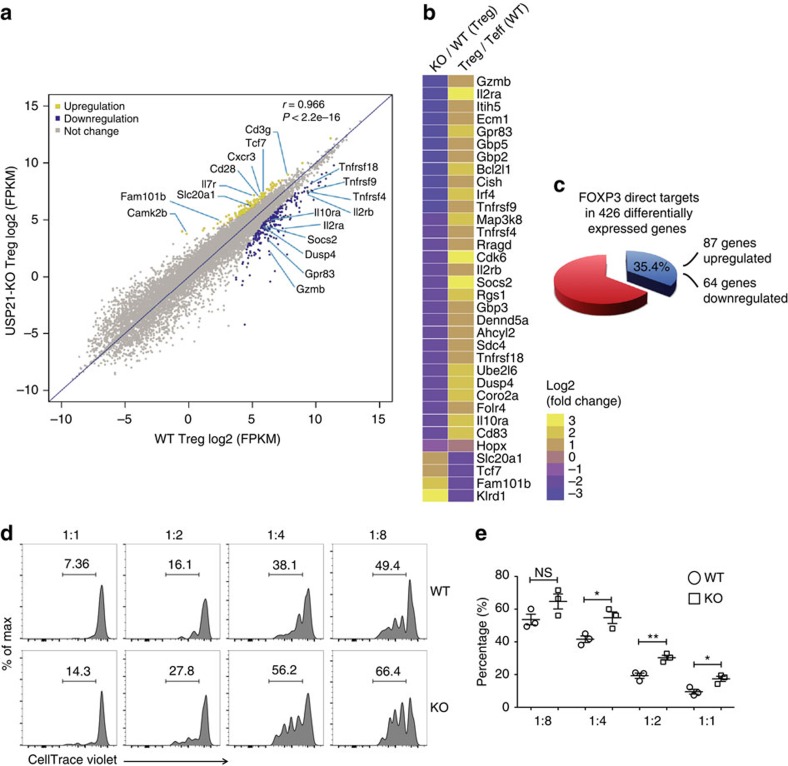
USP21-ΔTreg cells have compromised expression of Treg signature genes and impaired suppressive activity. (**a**) Scatter plot of genes significantly upregulated (yellow), downregulated (blue) or unchanged in USP21-ΔTreg cells. The cutoff value was set at fold change≥2 and *P* value<2.2e−16. (**b**) Clustering of differentially expressed genes identified in USP21-ΔTreg cells compared with WT Treg cells. Yellow and purple represent high and low levels of expression of the indicated genes, respectively. The colours indicate the value of log_2_ fold change. (**c**) Percentage of FOXP3-bound genes that changed in expression in USP21-ΔTreg cells, where published FOXP3 ChIP-seq data sets were used as total FOXP3 target gene coverage. (**d**) CD4^+^CD25^−^YFP^−^ Teff cells were sorted from WT mice and labelled with CellTrace Violet. Labelled responder T cells were then either cultured alone or mixed with varying amounts (as indicated) of CD4^+^CD25^hi^YFP^+^ Treg cells sorted from WT or KO mice. Cell mixtures were stimulated with anti-CD3/CD28 beads and the proliferation of the responder cells was measured three days later. (**e**) Percentage of proliferated responder T cells was assessed as shown in **d**. (*n*=3 for each group). All data represent means±s.d. *P≤0.05, **P≤0.01, as determined by Student's *t*-test. NS, not significant.

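Across the 14940 genes with an FPKM above 0 in both libraries, the Pearson correlation of log2 FPKM between WT Treg and USP21-ΔTreg cells was 0.961. The correlation is across genes, which are not independent replicates, and has no p-value. Over the genes with a mean FPKM of at least 1 it was 0.925. All 39 genes named in Fig. 5a,b were at least 2-fold different on FPKM, 30 lower and 9 higher in USP21-ΔTreg cells. On scaled counts, *Slc20a1* (0.84), *Cd28* (0.62) and *Cd3g* (0.92) were higher by less than 2-fold.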

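The 34 genes of Fig. 5b comprised 30 that were lower in USP21-ΔTreg cells, with log2 fold changes from −4.06 to −1.07, and 4 that were higher, from 1.18 to 4.32. Each of the lower genes had at least 161 fragments in both libraries. Lower genes included the extracellular matrix gene *Ecm1* (−2.95), *Itih5* (−2.93), the anti-apoptotic gene *Bcl2l1* (−2.55), *Cish*, an inhibitor of cytokine signalling (−2.50), and the interferon-induced GTPase genes *Gbp5* (−2.74), *Gbp2* (−2.64) and *Gbp3* (−1.59). The higher genes were *Slc20a1*, *Tcf7*, *Fam101b* (2.28) and *Klrd1*. These genes were chosen for the figure from these libraries, so their number is not independent evidence of a direction.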

**Figure 6:**
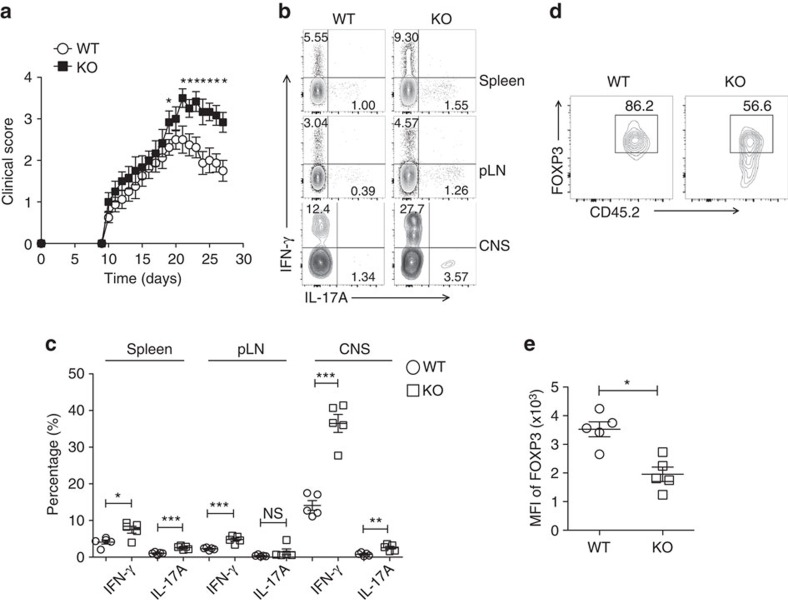
*Usp21*^fl/fl^*Foxp3*^Cre^ mice developed more severe EAE symptoms. (**a**) Clinical severity of EAE in WT (*n*=8) and KO (*n*=7) mice was monitored for 27 days after immunization with MOG peptide. Statistical analysis of the clinical signs was further described in Table 1. (**b**) Representative figure shown the expression of IFN-γ and IL-17A by CD4^+^YFP^−^ effector T cells in the spleen, peripheral lymph nodes and CNS from WT (*n*=5) and KO (*n*=5) mice on day 27 post EAE induction. (**c**) Percentage of IFN-γ^+^ and IL-17A^+^ cells among CD4^+^YFP^−^ effector T cells in the spleen, peripheral lymph nodes and CNS from WT (*n*=5) and KO (*n*=5) mice as indicated in **b**. (**d**) CD45.2^+^ WT Treg or USP21-ΔTreg cells were transferred intravenously into CD45.1 mice at the onset of EAE (day 12). At the peak of EAE (day 17), the transferred CD45.2^+^ Treg cells were analysed for FOXP3 expression in the CNS from the CD45.1 mice. (**e**) Mean fluorescent intensity (MFI) of FOXP3 among transferred CD45.2^+^ Treg cells as indicated in **e**. (*n*=5 for each group). All data represent means±s.d. *P≤0.05, **P≤0.01, ***P≤0.001, as determined by Student's *t*-test. NS, not significant.

**Figure 7:**
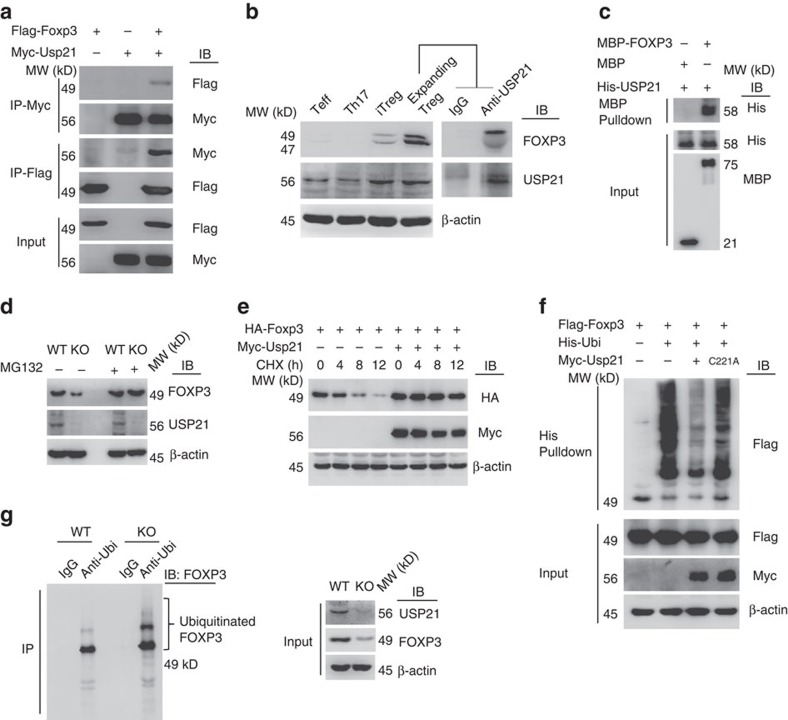
USP21 stabilizes FOXP3 through deubiquitination. (**a**) Flag-FOXP3 and Myc-USP21 expression plasmids were cotransfected into 293T cells. Cells were lysed for co-IP as indicated. (**b**) Human CD4^+^CD25^hi^CD127^lo^ expanding Treg cells were cultured with α-CD3 and α-CD28 antibodies in the presence of IL-2. Cells were collected for endogenous co-IP and western blotting. Cell lysates of Teff, Th17, iTreg and expanding Treg cells were loaded as input. (**c**) Purified His-USP21 and either MBP or MBP-FOXP3 were incubated together in a cell-free system. MBP pulldown assay was further performed followed by western blotting. (**d**) Polarized WT or KO iTreg cells were treated with or without MG132 for 4 h. Cell lysates were further analysed by western blotting. (**e**) HA-FOXP3 was expressed in HEK 293T cells with or without Myc-USP21. Cells were treated with 20 μg ml^−1^ cycloheximide (CHX) for the indicated periods. Cell lysates were further analysed by Western blotting. (**f**) Pulldown assay of his-ubiquitin conjugated Flag-FOXP3 as described in methods. (**g**) Naive CD4^+^ T cells were sorted from WT or KO mice and further polarized into iTreg cells. Cell lysates were immunoprecipitated with anti-Ubiquitin antibody and ubiquitinated FOXP3 levels were detected by western blotting.

**Figure 8:**
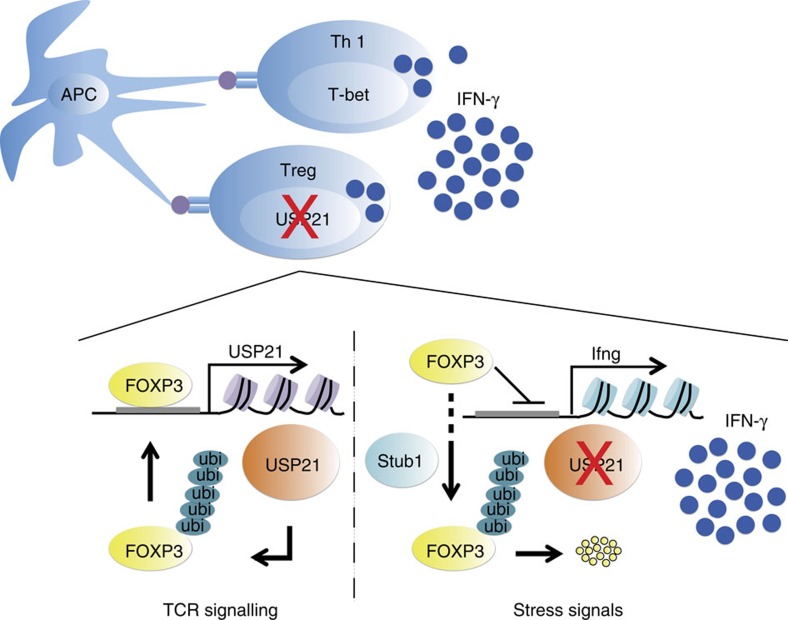
Working model describing the role of USP21 in preventing FOXP3 loss and Th1-like Treg-cell generation. In Treg cells, FOXP3 activates the transcription of *Usp21* gene upon TCR stimulation. USP21 prevents the degradation of FOXP3 through deubiquitination and therefore controls the stability of Treg cells. Moreover, USP21-ΔTreg cells confer a Th1-like phenotype and facilitate Th1 responses in the host. Therefore, depletion of FOXP3^hi^ Treg cells by using USP21 as the drug target potentially offers promise for anti-cancer immunotherapies.

**Table 1:** Features of MOG_35–55_-induced EAE.

**Mice**	**Incidence (%)**	**Onset (day p.i.)**	**Peak (day p.i.)**	**Mean max. score**
WT	87	10	20	3.1
KO	83	10	21	3.75

KO, knockout; max., maximum; p.i., post immunization; WT, wild type.

Statistical analysis of the clinical signs in WT and KO mice, assessed as described in Fig. 6a.

How the deposited data were processed for this re-analysis (not part of the article)

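RNA from CD4+CD25 hiYFP+ Treg cells of WT and USP21-ΔTreg mice was sequenced by the authors, with 1 library per genotype. The authors filtered out ribosomal RNA, adaptor and low-quality reads, mapped the rest to mm10 with TopHat 2.0.9 and ran Cufflinks 2.1.1 with a reference annotation. The deposited FPKM values are fragments relative to transcript length and library size, as the authors scaled them. The authors also deposited estimated counts, which are fragment counts scaled between the libraries and not raw counts. They sum to 23872114 in WT Treg cells and 21487430 in USP21-ΔTreg cells. The commonest value above 0 in each library was taken as that of 1 fragment. The design had been fixed for FPKM alone, and the counts served for fragment numbers, intervals and an alternative. The values used here hold no p-values or q-values, so the calls of the authors at their FDR were not analysed here, nor was the list of FOXP3 targets. The table held 16830 genes. Of their symbols, 23 had been turned into dates and were restored by Entrez identifier, after which no symbol stood in more than 1 row.

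Fold changes, list medians, random lists, intervals and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GENCODE M21, which is on the same assembly, gave coordinates, and the length and GC content of the longest transcript of 10735 of the 10948 genes kept. Before the data were examined, the pseudocount of 0.1 FPKM, the minimum mean of 1 FPKM, the 2-fold limit, 29 gene lists and the alternatives were fixed. The genes named in Fig. 5a,b were known when the lists were written. Random lists were matched in 20 bins of mean FPKM, and lists with fewer than 3 measured members were given as values. Genes named in the text were those in Fig. 5a,b, further genes fixed beforehand such as *Usp21*, *Foxp3*, *Gata3*, *Ifng* and *Tbx21*, the 10 highest and 10 lowest genes with a mean FPKM of at least 5, and members of the lists, up to 4 with the largest difference and any needed to show the opposite direction. *Lrrc32*, *Ebi3*, *Entpd1*, *Nt5e*, *Il10*, *Lag3*, *Nrp1* and other list members beyond these were chosen after their values were seen. Mitochondrially encoded genes were not analysed here, and platelet markers had no member with a mean FPKM of at least 1. The steps were tested on simulated libraries, in which all of 200 genes changed 4-fold, drawn from the 10948 kept, were recovered (100%). Counting error was the only noise and 4-fold lies well past the limit, so this does not tell how smaller changes are recovered. Intervals cover counting error only, and the fragments were not counted by molecular identifier. Globin, class II and other paralogs, pseudogenes such as *Oaz1-ps*, and overlapping genes share reads and their values are uncertain. Fold changes on scaled counts, with 1 fragment added, and FPKM fold changes adjusted for GC content and length, which also sets their mean to 0, were alternatives chosen after seeing the data.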

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

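The tests of GC content, of the adjustment for GC content and length, of the share of Treg cells and of B cells in this part were chosen after the results were seen, while that of the correlation with transcript length was set before. Groups of genes that the paper does not discuss stood at least 2-fold apart and outside the random lists. Medians of log2 fold changes were −2.00 for targets of IL-2 and STAT5, −1.83 for interferon response genes, −2.13 for glycolysis genes, −1.15 for unfolded protein and heat shock genes, and 1.44 for both B cell and erythroid markers. With 1 FPKM added in place of 0.1 the medians of heat shock genes and B cell markers were −0.97 and 0.97, short of 2-fold. The erythroid markers were 5 globin genes, of which *Hba-a1* was at 2.27 and *Hba-a2* at −4.07, and they share reads.

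Of 16 glycolysis genes, 15 were at least 2-fold lower in USP21-ΔTreg cells, and the median after adjustment of FPKM fold changes for GC content and length was −2.10, which argues against a bias of either kind. Cells that lack *Foxp3* could dilute a gene by no more than they dilute *Foxp3*, if its level per Treg cell was the same, but all 16 had a lower fold change on counts than *Foxp3*, at −0.86. Loss of USP21 and a difference in sorting or handling cannot be told apart, since there was 1 library per genotype.

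More genes were higher than lower on FPKM and fewer on scaled counts, and no biological explanation was tested. Across 10579 genes, the difference between both fold changes had a Spearman's rho of −0.88 with GC content, which makes GC content a candidate source of the shift, although genes are not independent replicates. With GC content taken out, rho with transcript length was 0.11, which leaves a small part for length open. Among the eighth of genes with the lowest GC content the median fold change was 0.47 on FPKM and 0.03 on counts, and among the eighth with the highest it was −0.03 and 0.00. After adjustment of FPKM fold changes for GC content and length 568 genes were higher and 758 lower, but this also sets their mean to 0, and median centring alone gave 488 and 913, so the turn of direction does not single out GC content.

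All 5 measured B cell markers were higher, at ratios of scaled counts from 1.87 to 3.60, although the gate of CD4+CD25 hiYFP+ cells would remove B cells. B cells in the sort could account for these values, and of 9 genes made up of these markers and the class II genes that B cells express, 7 had a counting interval above 1, but the 5 markers prompted the test and decide nothing. Of the 4 class II genes 2 had such an interval, a share at the bound that had been set against B cells for all 9. *Cd74* (69.3 and 63.1 FPKM) and *H2-Ab1* (33.1 and 13.4 FPKM) did not, and since Treg or other cells may express these, the question stays open. No biological explanation was tested.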

How the results depend on the processing

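No list median outside the central 95% of its random lists and no named gene at least 2-fold apart changed sign under any alternative run. Medians inside that range or without random lists did in some cases, namely those of effector Treg, Th17, stromal and sex-linked genes. The settings on scaled counts and with adjustment for GC content and length were chosen after seeing the data. No paired analysis was possible because each genotype had 1 library. The alternative that sums rows of a symbol changed nothing, as no symbol was repeated, and those on the calls of the authors could not be run without their p-values. Genes at least 2-fold higher, 852 with the main settings, numbered 482 with 1 FPKM added, 488 when median centred, 1460 without a filter, 447 at a mean FPKM of at least 5 and 475 on scaled counts, and in all of these alternatives but that without a filter more genes were lower than higher. At 1.5-fold 1326 genes were lower and 2506 higher, and at 3-fold 312 and 178. Pearson's r was 0.925 at a mean FPKM of at least 1, 0.973 with 0.1 FPKM added and 0.972 with 1 FPKM added. The list medians that follow moved by more than the SD of their random lists, or, for the stromal and sex-linked lists, which were too small for random lists, by 0.5 or more. With 1 FPKM added, medians were −0.97 for heat shock and 0.97 for B cells. Median centring, which takes 0.20 from every fold change, gave −0.45 for ribosomal, −1.18 for Treg signature, −0.28 for effector Treg, 0.29 for naive T cells, 0.16 for Th1, −2.19 for IL-2/STAT5, −0.85 for NF-kB, −0.99 for TCR early, −2.03 for interferon, −0.28 for proliferation, 0.13 for TCR complex, 0.70 for homing, −0.47 for ubiquitin enzymes, −2.32 for glycolysis, −0.49 for cholesterol, −1.35 for heat shock, 0.55 for conventional CD4 T cells and −0.59 for reference genes. Without a filter they were 0.069 for Th1, −0.39 for Th2, −0.63 for TCR early, 0.63 for myeloid, 1.86 for NK and CD8, 0.58 for conventional CD4 T cells and 0.23 for stromal. At a mean FPKM of at least 5 they were −1.18 for Th2, 0.41 for Th17, −2.17 for IL-2/STAT5, −0.26 for proliferation, 1.83 for NK and CD8 and 1.75 for erythroid. Without the genes drawn in Fig. 5a,b, an omission that by itself shifts medians since those genes were chosen for their difference in these libraries, they were −0.090 for Treg signature, 0.11 for effector Treg, −0.43 for NF-kB, −0.63 for TCR early and 0.36 for conventional CD4 T cells. On scaled counts they were −0.34 for ribosomal, −0.31 for effector Treg, 0.30 for naive T cells, 0.026 for Th1, −0.41 for Th2, −2.20 for interferon, −0.34 for proliferation, 0.082 for TCR complex, 0.66 for homing, −0.59 for cholesterol, 0.67 for myeloid, 0.56 for conventional CD4 T cells and −0.63 for reference genes. After adjustment for GC content and length they were 0.17 for Th1, −2.11 for interferon, −0.22 for proliferation, 0.16 for TCR complex, 0.75 for homing, −0.50 for cholesterol, 1.80 for erythroid and −0.11 for sex-linked. The cause was not tested except where the construction of the setting gives it. Among the 528 genes followed singly, 47 moved by 0.5 or more under some alternative. Depth limits the genes of few fragments, such as *Il4* with 22 in each library.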

Differences from the paper's values

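The paper reports 426 differentially expressed genes, and 1531 genes were at least 2-fold higher or lower here, without the FDR of 0.05 from Cuffdiff that the methods add to the same fold limit. The legend of Fig. 5 gives a P value cutoff other than that FDR, which was not applied here either. The thresholds therefore differ. Among the alternatives set before the data were examined, a 3-fold limit gave 490, within 1.5 times the number in the paper. The others gave from 960 (mean FPKM of at least 5) to 3832 (1.5-fold limit), outside that range. The correlation printed in Fig. 5a is about 0.97, read by eye, and the value here was 0.961.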

Other observations

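The test of hypoxia-inducible factor targets was set before their values were seen, while the hypothesis came from other targets. Genes of the interferon response, which include antiviral effectors and the GTPases of cell-autonomous immunity, were lower almost throughout, with 34 of 40 at least 2-fold lower and none higher in USP21-ΔTreg cells. *Isg15* stood at 174 and 12.5 FPKM in WT Treg and USP21-ΔTreg cells (log2 fold change −3.79) and *Irf7* at 182 and 37.9 FPKM (−2.27). Leaving out the 4 members drawn in Fig. 5a,b, the median was −1.83. Of the 16 glycolysis transcripts, 15 were at least 2-fold lower and the glucose transporter gene *Slc2a3* was at −0.78. Among the lower ones were the glucose transporter gene *Slc2a1* at −2.65, *Hk2* at −3.89, *Pgk1* at −2.25, *Ldha* at −2.02 and the lactate transporter gene *Slc16a3* at −2.11. *Gapdh*, a common reference for qRT-PCR, stood at 2215 and 524 FPKM, while *Actb* had a log2 fold change of −0.40 and *Eef1a1* one of −0.01. In the unfolded protein and heat shock list 13 of 23 genes were lower and none higher, among them *Hspa5* (−1.39) and *Hsp90aa1* (−1.60).

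A candidate explanation of the lower glycolysis genes is lower activity of hypoxia-inducible factors, raised by the low values of *Vegfa* (−3.81) and *Ak4*. In a list of hypoxia-responsive genes not looked at before, 11 of 28 were at least 2-fold lower and none was higher, with *Stc2* at −2.76 and *Fam162a* at −2.48. Their median was −0.50, below all 10000 random lists but short of the −1 set in advance as the size the hypothesis needs, and just past the −0.5 set as the bound against it, so the test decided neither way. On scaled counts, a scale chosen after seeing the data, the median was −0.85 and 13 genes were lower.

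*Ifng* stood at 9.47 and 4.23 FPKM in WT Treg and USP21-ΔTreg cells (253 and 99 fragments) and *Tbx21*, which encodes T-bet, at 9.49 and 4.62 FPKM, both lower in USP21-ΔTreg cells. The paper reports more IFN-γ from USP21-ΔTreg cells of inflamed tissues and from iTreg cells (Fig. 2c,e and Supplementary Fig. 2a), which are other cells than those sequenced. Its methods describe cytokine protein stained after stimulation with phorbol ester and ionomycin. The values here are RNA, and no such stimulation is described for the sequenced cells. *Gata3* had a log2 fold change of −0.22, *Usp7* of 0.10, *Stub1* of −0.27 and *Cblb*, an E3 ligase gene, of 1.24. On scaled counts *Cblb* was higher by less than 2-fold (0.90). *Il4* had 22 fragments in each library, *Il17a* 41 and 1 (ratio 0.0217, 95% Clopper-Pearson interval 0.00054 to 0.128) and *Il2* 31 and 3 (0.0863, 0.0169 to 0.277). *Il22* had 94 fragments in WT Treg cells and was listed at 0 in USP21-ΔTreg cells, at least 35.1-fold lower against a floor of 3 fragments and 28.0-fold at the lower limit of its Clopper-Pearson interval, and the median of the Th17 list was 0.11 with *Il22* at its value or at this bound. Medians of the remaining lists were −0.65 for NF-kB targets (9 of 24 lower, 1 higher, with *Tnfaip3* at 1.36), −0.80 for the early TCR response, 0.33 for the TCR complex, −0.27 for ubiquitin enzymes, −0.29 for cholesterol synthesis, −0.08 for proliferation, 0.92 for myeloid markers, −0.40 for reference genes and −0.25 for ribosomal proteins. Of stromal markers, *Epcam* was at −1.10 and *Pecam1* at 0.53, and *Xist* was at 0.48 on FPKM and −0.01 on scaled counts.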
